A study of Mus musculus with 4 samples.

How the data were processed

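Splenic T cells sorted for CD3 and CD4 were cultured for 6 hours with beads that carry antibodies to CD3 and CD28, and were then profiled by droplet single-cell RNA sequencing with 3′ chemistry, per the labels' protocols. There were 4 libraries: a female and a male library labelled Irf5 knockout, and a female and a male library labelled wild type. The labels do not say how many mice went into a library, and they give no batch or date. For each library the authors deposited UMI counts per gene and barcode, with no normalization, as a matrix of all barcodes that Cell Ranger wrote per the file headers. The matrices hold every barcode with or without a cell, so cell calling was done here. The genome build, the annotation and the use of strand in counting are stated neither by the labels nor by the file headers. The 32285 gene identifiers and symbols are those of the deposited count files. Coordinates were taken from GENCODE M21 on GRCm38 by matching gene identifiers, of which 99.6% were found, and they are given for orientation because the authors' build was not stated.

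Design, tests, named genes, marker lists, gene sets and the variants of the processing listed last were fixed before the data were examined. Cells were called per library with the OrdMag rule, which keeps barcodes with at least 0.1 of the 99th percentile of UMIs among the expected number of cells. The resulting minimum was 1398 UMIs in the female library labelled knockout, 1946 in the female library labelled wild type, 1900 in the male library labelled knockout and 2384 in the male library labelled wild type. Barcodes with fewer than 500 detected genes or more than 10% mitochondrial UMIs were removed. Doublets were scored per library with scrublet in scanpy 1.11.5. The automatic threshold of scrublet marked 0.0629% of the cells of the female library labelled knockout, so a rule chosen after the data were seen was used in all libraries: the highest scores were removed at a rate of 0.8% per 1000 cells. This removed 323, 30, 348 and 168 barcodes in the female knockout, female wild-type, male knockout and male wild-type libraries, named by their labels. Droplets with fewer than 200 UMIs served as the profile of free RNA.

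Counts were scaled to 10000 per cell, logged and centred within each library on 2000 variable genes, clipped at 10, reduced to 30 principal components, joined to 15 neighbours and clustered with leidenalg 0.10.2 at resolution 1. The 753 genes left out of clustering were Irf5, sex-specific genes, mitochondrial and ribosomal protein genes, and variable segments of antigen receptors. A cluster was named when at least 3 of its 30 leading genes belonged to a marker list, with no other list ahead among its 10 leading genes. A cluster with Zbtb16 among its 10 leading genes was kept out of the named subsets by a rule chosen after the data were seen, and its share is reported separately. CD4 T-like cells are all kept cells outside clusters named as B-like, NK-like or erythroid-like. At resolution 1 with centring, no cluster was named as myeloid-like, interferon-responding or cycling. The CD8 T-like list held only Cd8a and Cd8b1, fewer than the 3 genes that the rule asks for. No cluster could therefore be named CD8 T-like, and any CD8 T cells could stay among the CD4 T-like cells. A second clustering, also chosen after the data were seen, left out a further 220 genes that differed between genotypes.

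UMI counts of the CD4 T-like cells were summed per library, so that the library was the unit of replication. Genotype and sex were tested together in edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, quasi-likelihood tests and Benjamini-Hochberg adjustment; a gene was called at an adjusted p under 0.05. CPM are counts scaled to library size with TMM factors. Log2 fold changes are libraries labelled knockout over libraries labelled wild type, or male over female. Fold changes within a sex set 1 library against 1 and were not tested; they used a prior count of 2. A list of 81 genes was also adjusted over the list alone. The 11 gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. Subsets with at least 50 cells in every library were tested in the same way. Shares of cells per library have exact 95% binomial intervals and were compared by a two-sided exact permutation test, which with 2 libraries against 2 cannot give a p under 0.333. Poisson intervals of summed counts are exact. Intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only. For shares of cells with a UMI of a responder gene, every cell was thinned to 2000 UMIs and shallower cells were left out. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used for the remaining steps.

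The edgeR step was tested on simulated data drawn from the means and library sizes of the genotype comparison, with 200 changed genes of at least 10 mean CPM. It recovered 94.0% of simulated log2 changes of 0.5 among 12208 genes, with 5.05% false calls, and 100% of simulated changes of 1 among 12198 genes, with 4.31% false calls. The simulated dispersion is the trend fitted to these libraries, with no further spread between genes and no genotype effect that differs between the sexes. The simulation thus gives no information on differences between mice. Nor does it cover changed genes below 10 mean CPM, while 117 of the 221 called genes had a mean of at least 10 CPM.

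The genes named in the text are Irf5, then the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM and the same direction in both sexes, the 8 called genes of the fixed list with the smallest p, and Il2, Ifng and Tnf whatever their p. For sex they are Xist, Ddx3y, Eif2s3y, Kdm5d and Uty and the 3 other genes with the smallest p. Any other gene is said to have been chosen after its values were seen. Immunoglobulin, major histocompatibility and Sp100-family genes, with Csprs and AC168977.1, have near-identical copies among which reads can be split, and their values are uncertain.

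The variants of the processing fixed in advance were median-of-ratios size factors in edgeR, the Wald test of DESeq2 1.42.0, no expression filter, at least 10 counts in every library, no sex term, no genotype term, barcodes with at least 1000 UMIs, at least 200 detected genes, at most 5% mitochondrial UMIs, doublets kept, all cells kept, 1760 cells per library thinned to 2000 UMIs, Leiden resolutions of 0.5 and 2, genes not centred, regulatory cells counted as cells with a Foxp3 UMI, thinning to 1000 UMIs or none, at least 2 UMIs, a prior count of 0.5, and leaving out each library in turn. Variants chosen after seeing the data removed the regulatory CD4 T-like cells, removed the cluster led by Zbtb16, subtracted free RNA, clustered cells without the called genes, clustered cells after thinning each to 2000 UMIs, or removed doublets at 1.6% per 1000 cells (647, 59, 695 and 337 barcodes) with the clusters kept. The subtraction used the UMIs of the barcode at rank 20000 as the free RNA of a droplet, which came to between 0.673% and 1.69% of the UMIs of CD4 T-like cells. The same amount per droplet gave the share of thinned cells expected to hold a UMI of a gene from free RNA alone, as a Poisson mean over cells. Regulatory CD4 T-like and memory or effector CD4 T-like cells were not tested gene by gene, because the female library labelled wild type held 40 and 46 of them.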

Results

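Single-cell RNA sequencing was available for splenic CD4 T cells that had been stimulated through CD3 and CD28 for 6 hours, from mice labelled Irf5 knockout (1 female and 1 male library) or wild type (1 female and 1 male library). The study compared the genotypes, and sex was recorded for each library. The 4 libraries held 38334976 UMIs (female labelled knockout), 28841161 UMIs (female labelled wild type), 53494911 UMIs (male labelled knockout) and 55850754 UMIs (male labelled wild type). After filtering, 6000, 1788, 6215 and 4385 cells were kept in that order, with medians of 4910, 8375, 6592 and 9533 UMIs and 1742, 2355, 2085 and 2497 detected genes per cell. The kept cells carried 82.9%, 54.5%, 82.0% and 78.6% of the UMIs of their libraries. Droplets with fewer than 200 UMIs carried 8.62%, 36.2%, 9.56% and 14.7%. The female library labelled wild type had the fewest cells and the largest share of UMIs outside cells. CD4 T-like cells numbered 5922, 1764, 6174 and 4349 and held 30920303, 15257326, 43121445 and 43272995 UMIs, which were summed per library for the comparisons of genes.

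Irf5, the targeted gene, was examined first as a check of the labels. Irf5 (ENSMUSG00000029771, chromosome 6, 29526625 to 29541871, plus strand, in GRCm38 coordinates) was higher in both libraries labelled knockout, against the label. The female library labelled knockout held 267 Irf5 UMIs (8.41 CPM) and the male library labelled knockout 372 (8.44 CPM). The female library labelled wild type held 15 (0.99 CPM) and the male library labelled wild type 39 (0.94 CPM). Relative to all UMIs counted, without TMM scaling and with exact 95% Poisson intervals, the levels were 8.64 (7.63 to 9.74) and 8.63 (7.77 to 9.55) against 0.983 (0.550 to 1.62) and 0.901 (0.641 to 1.23) CPM. The log2 fold change was 3.14 (SE 0.19), with an adjusted p of 1.03e-12 by edgeR's quasi-likelihood test. It ranged from 2.91 with all cells kept to 4.10 at equal cell number and depth. The adjusted p ranged from 5.89e-59 to 3.68e-04 over 13 other settings, from edgeR or DESeq2. At least 1 Irf5 UMI was seen in 4.17% of 5922 cells (female) and 5.54% of 6174 cells (male) labelled knockout, and in 0.850% of 1764 (female) and 0.828% of 4349 (male) cells labelled wild type, at the unequal depths of the libraries. Irf5 overlaps Tnpo3 on the opposite strand by 1045 bases, and whether counting used strand is not stated. Tnpo3, chosen after its values were seen, had a log2 fold change of -0.11 (adjusted p 0.786, edgeR). Because Irf5 went against the labels, the libraries are named below by their labels, and every direction given is that of libraries labelled knockout relative to libraries labelled wild type.

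**Figure D1:**
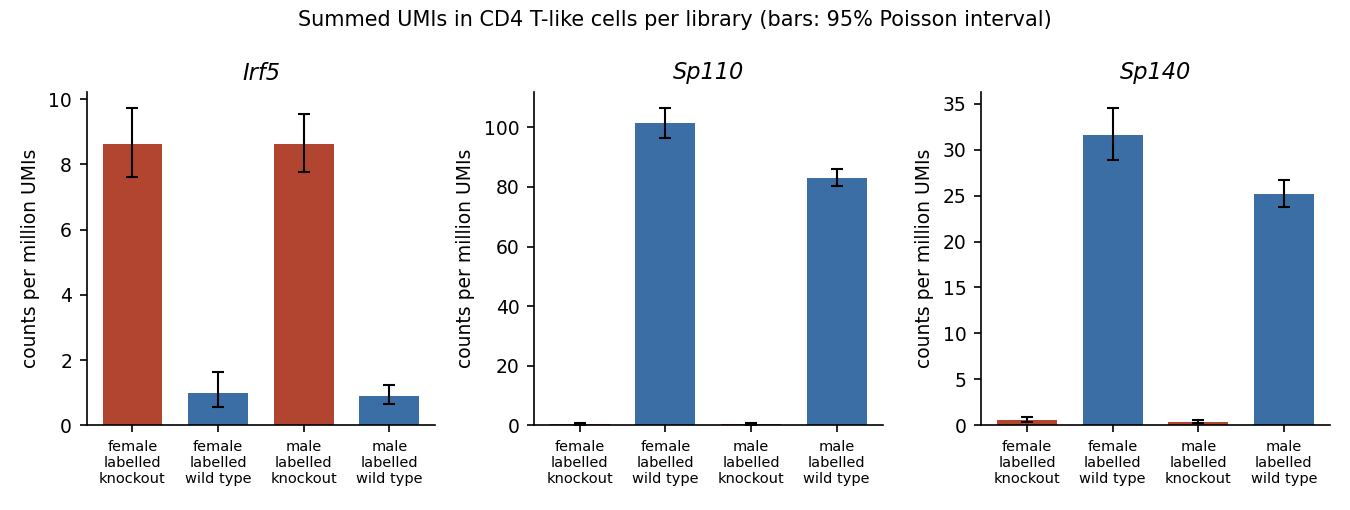
Summed UMIs of Irf5, Sp110 and Sp140 in CD4 T-like cells per library, as CPM of all UMIs counted, without TMM scaling; error bars are exact 95% Poisson intervals. Irf5 lay near 8.6 in both libraries labelled knockout and Sp110 at 101 (female) and 83.1 (male) in the libraries labelled wild type.

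The comparison of genotypes over all CD4 T-like cells asked which genes differed between the libraries labelled knockout and those labelled wild type (n = 2 each), with sex in the model. Of 12371 genes tested, 221 had an adjusted p under 0.05 by edgeR, 164 higher and 57 lower in the libraries labelled knockout, and 1173 had an unadjusted p under 0.05. The median absolute log2 fold change of the called genes was 0.66, and 74 exceeded 1 in size. The model without a sex term moved this count most, to 11 genes, all among the 221. The DESeq2 Wald test called 31 genes, all among the 221, and equal cell number and depth gave 71 calls, of which 62 were among the 221. The direction was the same in both sexes for 220 of the 221 genes. The exception, chosen after its values were seen, was Zbtb16, with log2 fold changes of -0.01 (female) and 1.65 (male). Calls were made on both sexes together, which favours genes that move alike in them, so this agreement is not a replication. Among 6698 genes with a mean of at least 10 CPM, called or not, the sign was the same for 54.7%. The named-gene criteria of expression and direction were met by 117 genes, 87 higher and 30 lower.

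The largest fall was that of Sp110 (ENSMUSG00000070034, chromosome 1, 85576899 to 85598817). It was at 0.38 ± 0.04 CPM (SD, n = 2) in the libraries labelled knockout and 94.4 ± 11.4 CPM (SD, n = 2) in those labelled wild type. Its log2 fold change was -7.92 (SE 0.15, adjusted p 1.31e-26, edgeR). Sp140 (ENSMUSG00000070031, chromosome 1, 85600378 to 85645037), which starts 1.56 kb from Sp110, fell from 29.1 ± 4.07 to 0.48 ± 0.13 CPM (SD, n = 2), a log2 fold change of -5.94 (SE 0.16, adjusted p 3.83e-22, edgeR). The libraries labelled knockout held 11 (female) and 18 (male) Sp110 UMIs, and 18 and 17 Sp140 UMIs. In the libraries labelled wild type, 51.4% of 1764 (female) and 49.8% of 4349 (male) cells had an Sp110 UMI. Both genes belong to a family with near-identical copies. The neighbouring family member Sp100, chosen after its values were seen, had a log2 fold change of 0.12 (adjusted p 0.751, edgeR). Csprs, another copy chosen after its values were seen, rose from 0.29 ± 0.15 to 4.66 ± 1.16 CPM (SD, n = 2), a log2 fold change of 4.08 (adjusted p 3.40e-11, edgeR).

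The other named falls were smaller. Ccl4 (ENSMUSG00000018930, chromosome 11) fell from 85.1 ± 7.32 to 39.3 ± 12.4 CPM (SD, n = 2), with a log2 fold change of -1.15 (adjusted p 6.80e-10, edgeR), -0.91 in the female and -1.39 in the male libraries. Chst2 (ENSMUSG00000033350, chromosome 9) had a log2 fold change of -0.72 (adjusted p 3.27e-04, edgeR; female -0.53, male -0.87). Arf5 (ENSMUSG00000020440, chromosome 6, 28423560 to 28426602), which lies within 10 Mb of Irf5, fell from 177 ± 2.11 to 114 ± 13.0 CPM (SD, n = 2; log2 fold change -0.65, adjusted p 8.25e-06, edgeR; female -0.51, male -0.77). Leaving out either library of a sex leaves the value of the other sex, so the value without 1 library lies at or between these bounds. Over 13 other settings, from edgeR or DESeq2, the highest adjusted p was 0.136 for Ccl4, 0.443 for Chst2 and 0.0632 for Arf5.

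The largest named rises were near 1 on the log2 scale. Foxp3 (ENSMUSG00000039521, chromosome X) rose from 10.3 ± 3.38 to 23.4 ± 0.07 CPM (SD, n = 2), a log2 fold change of 1.14 (SE 0.12, adjusted p 1.37e-07, edgeR; female 1.55, male 0.88). Its adjusted p reached 0.108 over 13 other settings, from edgeR or DESeq2. Tiam1 (ENSMUSG00000002489, chromosome 16) rose by 0.96 (adjusted p 2.14e-05, edgeR; female 1.38, male 0.69) and had an adjusted p of 0.302 at equal cell number and depth, within a range of 4.03e-13 to 0.302 over 13 settings. A further 3 rises were larger in the male than in the female libraries by over 1.5 times. They were Jaml (ENSMUSG00000048534, chromosome 9; 1.08, adjusted p 1.50e-05, edgeR; female 0.49, male 1.65), Rragd (ENSMUSG00000028278, chromosome 4; 1.01, adjusted p 7.99e-05, edgeR; female 0.45, male 1.504) and Plac8 (ENSMUSG00000029322, chromosome 5; 0.97, adjusted p 2.85e-05, edgeR; female 0.49, male 1.40). In each of these the male library labelled wild type was the lowest, at 7.52, 5.05 and 6.73 CPM against 20.9, 12.1 and 16.2 CPM in the female library labelled wild type. None of Jaml, Rragd and Plac8 passed under DESeq2 (adjusted p 1.00, the highest of their settings), and Plac8 changed direction with all cells kept (-0.21, adjusted p 0.420, edgeR).

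**Figure D2:**
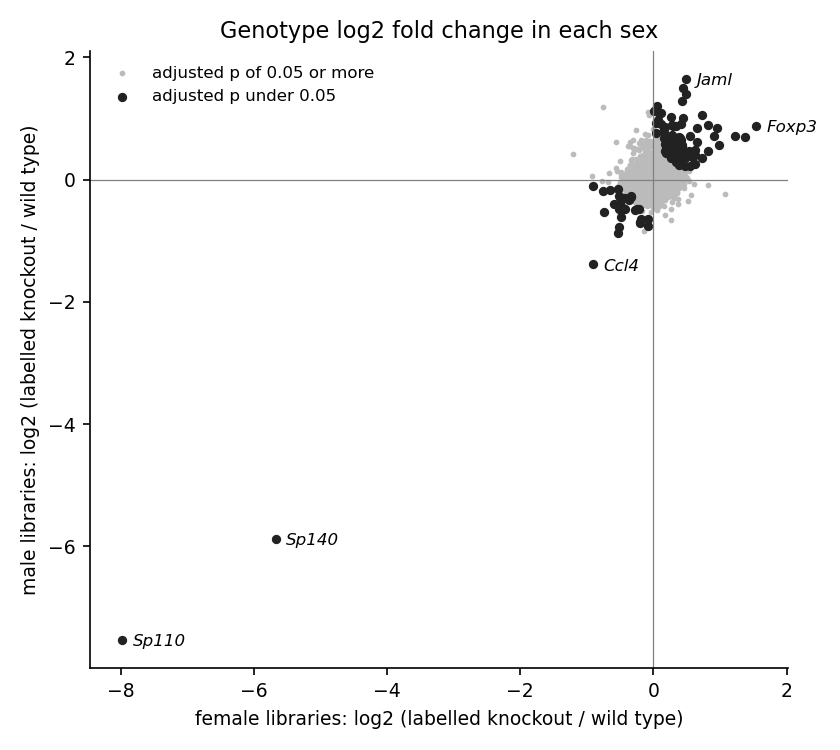
Log2 fold change (libraries labelled knockout over libraries labelled wild type) in the female libraries (x axis) and the male libraries (y axis), 1 point per gene with a mean of at least 10 CPM; black points had an adjusted p under 0.05. Sp110 and Sp140 stood apart in both sexes, at -7.98 and -5.67 (female) and -7.53 and -5.88 (male).

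The fixed list of 81 cytokine, activation, lineage, migration and Irf-family genes asked whether helper functions differed. Of 76 list genes tested, 19 had an adjusted p under 0.05 over all genes, 15 higher and 4 lower, and 27 when adjusted over the list alone, 19 higher and 8 lower. Without a sex term these counts were 2 and 12. Il4 (ENSMUSG00000000869, chromosome 11) rose from 2.95 ± 0.70 to 12.1 ± 0.42 CPM (SD, n = 2), a log2 fold change of 2.10 (SE 0.15, adjusted p 3.40e-11, edgeR). Il13 (ENSMUSG00000020383, chromosome 11) rose from 0.77 ± 0.06 to 4.18 ± 0.70 CPM (SD, n = 2), a log2 fold change of 2.46 (adjusted p 1.61e-08, edgeR). Both calls were lost when the cluster led by Zbtb16 was left out (adjusted p 0.215 for Il4 and 0.113 for Il13, edgeR, each the highest of its settings). In a clustering without the called genes that cluster held 372 of 395, 42 of 52, 453 of 522 and 80 of 102 Il4 UMIs in the female knockout, female wild-type, male knockout and male wild-type libraries as labelled. Few cells carried these genes: in each library 5 cells held at least 38.0% of the Il4 and at least 47.9% of the Il13 UMIs. Il22 (ENSMUSG00000074695, chromosome 10) had a log2 fold change of 5.56 (adjusted p 4.03e-10, edgeR), 1.53 in the female and 6.20 in the male libraries. In the male library labelled knockout, 5 cells held 99.1% of its 426 UMIs. A single cell (1 of 5922) held all 34 Il22 UMIs of the female library labelled knockout. The adjusted p of Il22 was 1.00 under DESeq2, the highest of 10 settings.

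Gata3 (ENSMUSG00000015619, chromosome 2) rose from 42.1 ± 18.1 to 66.9 ± 11.1 CPM (SD, n = 2), a log2 fold change of 0.74 (adjusted p 1.50e-05, edgeR; female 0.45, male 1.01). Tnfrsf4 (ENSMUSG00000029075, chromosome 4) rose from 309 ± 18.3 to 451 ± 5.74 CPM (SD, n = 2), a log2 fold change of 0.55 (adjusted p 6.10e-05, edgeR). Tnf (ENSMUSG00000024401, chromosome 17) fell from 112 ± 11.9 to 79.1 ± 9.54 CPM (SD, n = 2), a log2 fold change of -0.50 (adjusted p 2.60e-04, edgeR), with -0.51 in the female and -0.48 in the male libraries. Each of these 3 calls was lost in at least 1 of 13 other settings. The highest adjusted p, from edgeR or DESeq2, was 0.732 for Gata3, 0.0632 for Tnfrsf4 and 0.224 for Tnf. Il2 (ENSMUSG00000027720, chromosome 3) did not pass over all genes, with 104 ± 2.28 against 123 ± 9.83 CPM (SD, n = 2) and a log2 fold change of -0.23 (adjusted p 0.207 over all genes and 0.0220 over the list alone, edgeR). Within the early activated CD4 T-like subset Il2 had -0.52 (adjusted p 0.00925, edgeR) and Tnf -0.48 (adjusted p 0.00804, edgeR), where both genes are markers that define the class. Ifng (ENSMUSG00000055170, chromosome 10) had a log2 fold change of 1.01 (adjusted p 2.52e-03, edgeR), but it was 0.08 in the female libraries and 1.52 in the male libraries, where 5 cells of the library labelled knockout held 74.3% of 460 UMIs. Its adjusted p was 0.980 at equal cell number and depth, within a range of 2.41e-09 to 1.00 over 13 settings. The other 10 called genes of the list were 8 higher and 2 lower, between -1.06 and 1.22.

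Of 11 gene sets, 6 had an adjusted p under 0.05 by camera in limma. The regulatory T set (20 genes, 19 higher) had a median log2 fold change of 0.55 (adjusted p 5.14e-27, limma), 0.49 in the female and 0.58 in the male libraries. The type I interferon response set (47 genes, 46 higher) had a median of 0.26 (adjusted p 2.14e-26, limma), 0.11 in the female and 0.45 in the male libraries. The Th2 set had a median of 0.72 (12 genes, 11 higher, adjusted p 1.71e-13, limma; female 0.33, male 0.84), the Th17 set 0.44 (14 genes, 10 higher, adjusted p 1.34e-04, limma; female 0.051, male 0.496) and the cell migration set 0.18 (27 genes, 20 higher, adjusted p 1.57e-04, limma; female 0.11, male 0.062). The set of genes induced early by the T cell receptor was lower, with a median of -0.11 (33 genes, 7 higher, adjusted p 1.57e-04, limma), -0.20 in the female and -0.02 in the male libraries. Of these 6 calls only that of the regulatory T set held under fry (adjusted p 0.0488, limma). In 7 other settings the fry p of this set ranged from 0.0372 to 0.440 after adjustment (limma), and it passed in 2 of them. None of the 6 calls held under an estimated inter-gene correlation, where the adjusted p was 0.438 for the regulatory T set. Removing the regulatory CD4 T-like cells, a setting chosen after the data were seen, moved the regulatory T set (to 0.43), the Th2 set (to 0.39), the migration set (to 0.094) and the early receptor-induced set (to -0.13) most. The interferon set moved most without a sex term (0.34) and the Th17 set most at equal cell number and depth (0.29). All 6 calls by camera held in each of 7 other settings. The Th1, naive and quiescent, proliferation, glycolysis and heat shock sets did not pass (adjusted p 0.147, 0.696, 0.778, 0.633 and 0.840, limma).

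**Figure D3:**
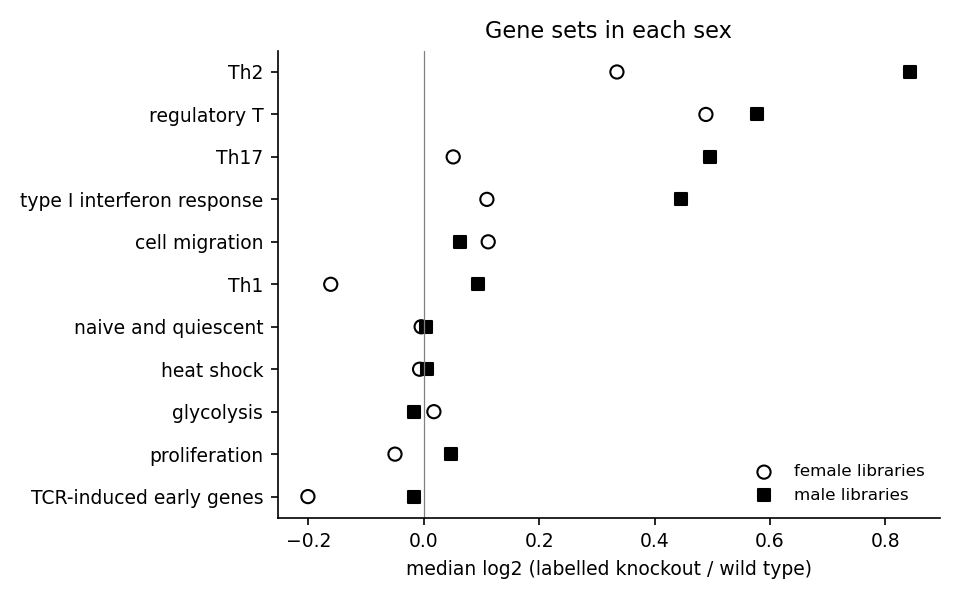
Median log2 fold change (libraries labelled knockout over libraries labelled wild type) of each gene set in the female libraries (open circles) and the male libraries (filled squares), with 1 library per genotype and sex. The regulatory T set lay at 0.49 and 0.58, and the Th1 set at -0.16 and 0.09.

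To ask whether differences lay in a particular subset, genes were tested within named subsets. The early activated CD4 T-like subset (at least 286 cells per library) had 56 called genes of 9014 tested by edgeR, 34 higher and 22 lower, of which 40 were also called over all CD4 T-like cells. This count was 109 without an expression filter and 4 without a sex term. Irf5 there had a log2 fold change of 3.099 (adjusted p 6.47e-05, edgeR). The resting naive CD4 T-like subset (at least 391 cells per library) had 3 called genes of 10124 tested, with 550 at an unadjusted p under 0.05. These were Sp110 (-6.67), Sp140 (-5.82) and Csprs (4.09), the last outside the naming rule and chosen after its values were seen. Irf5 in that subset did not pass (1.80, adjusted p 0.851, edgeR), with 11 and 24 UMIs in the libraries labelled knockout. Differences between subsets were not tested.

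Cell class shares asked whether the composition of the stimulated cells differed. Regulatory CD4 T-like cells made up 4.69% ± 0.17 (SD, n = 2) of CD4 T-like cells in the libraries labelled knockout and 2.57% ± 0.43 (SD, n = 2) in those labelled wild type, higher by 2.12 percentage points, which exceeded the spread between libraries (exact permutation p 0.333, the smallest that 2 against 2 allows). Per library the shares were 4.81% (4.28 to 5.39, exact 95% binomial interval) and 4.57% (4.06 to 5.12) against 2.27% (1.62 to 3.08) and 2.87% (2.40 to 3.42), female first. Foxp3 itself differed between genotypes and defines these clusters. With the called genes left out of clustering, the shares were 4.53% ± 0.18 and 2.58% ± 0.21 (SD, n = 2). Cells with a Foxp3 UMI after thinning gave the smallest difference, 1.85 percentage points (3.32% against 1.47%). The share of erythroid-like cells with a Foxp3 UMI was 3% of 100 cells (0.623 to 8.52), an interval that holds both values, while free RNA of the amount assumed for its subtraction would give at most 0.102% of cells. When clusters were formed after thinning every cell to 2000 UMIs, a setting chosen after the data were seen, the shares were 4.48% ± 0.16 and 2.61% ± 0.21 (SD, n = 2).

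Resting naive CD4 T-like cells were 23.4% ± 0.21 and 23.1% ± 1.37 (SD, n = 2), within the spread between libraries. Memory or effector CD4 T-like cells were 1.99% ± 0.18 and 2.13% ± 0.67 (SD, n = 2), also within the spread. Trdc, of the delta chain of the T cell receptor, and Klrd1 were among the 10 leading genes of this class. At Leiden resolution 2 a cluster of 111 cells so named had Tcrg-C1, Trdc and Tcrg-C4 among its 10 leading genes, and a cluster of 216 cells had none of them there. The class may thus hold T cells other than CD4 T cells. Early activated CD4 T-like cells were 14.7% ± 1.21 in the libraries labelled knockout and 15.8% ± 0.59 in those labelled wild type (SD, n = 2; exact permutation p 0.667). Their difference of -1.06 percentage points became -4.87 without centring of genes and -3.31 when clustered without the called genes, among which is Tnf, a marker of this class. Unnamed CD4 T-like clusters held 55.2% ± 1.08 and 56.4% ± 0.53 (SD, n = 2). One of these, led by Il4, Cxcr6 and Zbtb16, held 1.71% and 1.64% of the CD4 T-like cells labelled knockout, female first, and 1.64% and 0.667% of those labelled wild type. CD4 T-like cells were 99.02% ± 0.45 and 98.9% ± 0.37 of kept cells (SD, n = 2).

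**Figure D4:**
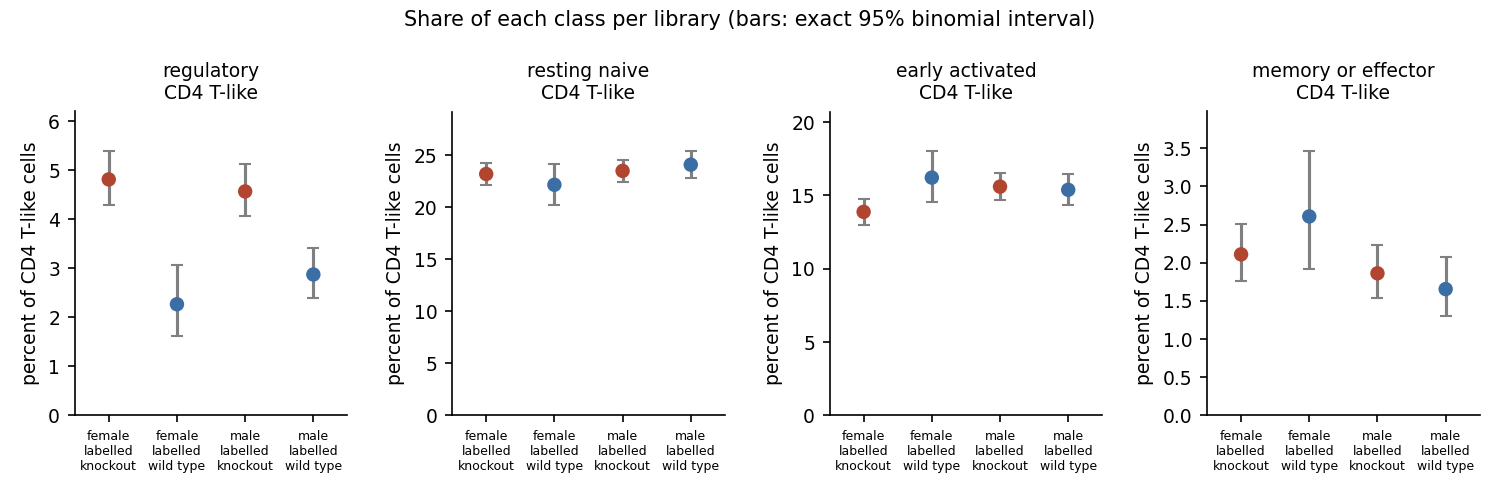
Share of CD4 T-like cells in each named class, 1 point per library (red, labelled knockout; blue, labelled wild type), with exact 95% binomial intervals. For regulatory CD4 T-like cells both libraries labelled knockout (4.81% and 4.57%) lay above both labelled wild type (2.27% and 2.87%).

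Responder shares were compared after thinning every CD4 T-like cell to 2000 UMIs, which left out 142, 4, 18 and 0 shallower cells in the female knockout, female wild-type, male knockout and male wild-type libraries as labelled. Beside them stands the share in 100 erythroid-like cells thinned alike (median 16437.5 UMIs before thinning, against 6589 in CD4 T-like cells). Free RNA of the amount assumed for its subtraction, in the profile of the empty droplets, would give lower shares, at most 2.66% (Cd69), 2.15% (Irf4), 1.64% (Nr4a1), 1.1502% (Il2ra), 0.853% (Myc), 0.509% (Il2), 0.310% (Tnf) and 0.0659% (Ifng). That estimate was chosen after the data were seen. Tnf was detected in 10.7% ± 1.01 of cells labelled knockout and 13.2% ± 1.59 of cells labelled wild type (SD, n = 2; exact permutation p 0.333; erythroid-like 4%, 1.10 to 9.93). Without thinning these shares were 23.5% and 34.8%. The difference in Tnf after thinning ran from -3.67 to -1.43 percentage points with 1 library left out. Cd69 was detected in 62.8% ± 0.64 and 65.4% ± 0.35 (SD, n = 2; exact permutation p 0.333; erythroid-like 25%), or 74.4% and 79.8% without thinning. Il2 was detected in 5.16% ± 0.18 and 5.98% ± 0.06 (SD, n = 2), not above the erythroid-like share of 9% (4.20 to 16.4), and Ifng in 0.461% and 0.411%, below the erythroid-like share of 4%. The Ifng shares differed in opposite directions in the sexes, and no order was read from them. For Il2 the erythroid-like share is not a level of free RNA, since Il2 was at 4.90 and 3.38 CPM in resting naive cells labelled knockout and 3.98 and 7.997 CPM in those labelled wild type, which are exposed to the same free RNA. At Leiden resolution 2 the 101 cells of the erythroid-like class fell into an erythroid-like cluster (66 cells) and a cycling cluster (35 cells). Without thinning the shares were 8.38% and 11.2% for Il2 and 0.906% and 0.912% for Ifng.

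The shares of Nr4a1 (40.5% ± 1.25 and 42.1% ± 3.56), Il2ra (36.8% ± 1.14 and 39.4% ± 4.16) and Myc (31.6% ± 1.28 and 34.7% ± 3.17) had exact permutation p of 1.00, 0.667 and 0.667 (SD, n = 2). The erythroid-like shares were 12%, 14% and 22%. Without thinning they were 56.7% and 64.1%, 61.3% and 70.2%, and 50.7% and 60.9%. The difference in Myc was -3.07 percentage points against a pooled SD of 2.42. With 1 library left out it ran from -5.31 to -0.822. The differences of Nr4a1 (-4.06 to 0.966) and Il2ra (-5.54 to 0.343) then took either sign. The share of Irf4 (57.2% ± 1.16 and 56.3% ± 0.05, SD, n = 2, erythroid-like 21%) went against its CPM, which had a log2 fold change of -0.02, and no order was read from it; without thinning it was 71.6% and 77.9%.

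The effect of sex was read from the same model (n = 2 libraries per sex), in which the sex term also holds anything else that differed between the female and the male libraries. With 201 called genes by edgeR, 34 were higher and 167 lower in the male libraries, and 968 had an unadjusted p under 0.05. This count was 6 without a genotype term and 27 under DESeq2. Xist was at 642 ± 46.5 CPM in the female libraries (SD, n = 2), with 0 and 2 UMIs in the male libraries, where a count of 0 allows up to 0.0696 CPM. Ddx3y, Eif2s3y, Kdm5d and Uty were at 102 ± 4.51, 70.5 ± 2.86, 23.8 ± 0.77 and 15.1 ± 0.86 CPM in the male libraries (SD, n = 2), with at most 1 UMI in a female library. The sexes thus matched the labels in all 4 libraries. Of the other genes, Tsix was at 72.8 ± 9.62 CPM in the female and 0.34 ± 0.13 CPM in the male libraries (SD, n = 2; adjusted p 8.06e-26, edgeR). Igha had 71 and 119 UMIs in the female and 0 and 1 in the male libraries (adjusted p 6.67e-14, edgeR). Ifit1 was lower in the male libraries, at 21.4 ± 4.23 against 41.8 ± 5.15 CPM (SD, n = 2; log2 fold change -0.96, adjusted p 1.44e-08, edgeR). Some of these calls were lost under other settings. The highest adjusted p, from edgeR or DESeq2, was 0.169 for Ifit1, 0.0782 for Igha, 0.187 for Ddx3y and 0.280 for Eif2s3y. Ddx3y and Eif2s3y had 0 UMIs in each female library, and their lowest log2 fold changes over the settings were 13.6 and 13.0. Their lost calls thus do not reflect a small difference. Xist, Kdm5d, Uty and Tsix kept their calls.

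The genotype log2 fold changes of the sexes, each from 1 library against 1 and without a test, were compared across 6698 genes with a mean of at least 10 CPM. They had a Pearson correlation of 0.489 and a Spearman correlation of 0.148 across genes, which are not independent replicates. Without the called genes the Pearson correlation was 0.0773 over 6581 genes. The sign was the same in both sexes for 54.7% of these genes, which was 55.2% with median-of-ratios size factors.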

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

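The tests on Irf5 in empty droplets, the estimate of shares from free RNA and the clusterings without the called genes or after thinning in this part were chosen only after the result was seen, while the test of gene length was set beforehand. Of 44 results compared between the sexes, 10 moved one way in the female libraries and the other way in the male libraries, among 14 shares, 11 gene sets and 19 named genes. Each side is 1 library against 1, and the difference between the sexes was not tested. A design with 1 library per genotype and sex cannot test it.

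Among the cell classes, resting naive CD4 T-like cells differed by 1.04 percentage points in the female and -0.596 in the male libraries (labelled knockout minus labelled wild type). Early activated CD4 T-like cells differed by -2.33 and 0.215, and memory or effector CD4 T-like cells by -0.497 and 0.207. The exact 95% binomial intervals of the libraries being compared overlapped in each of these, narrowly for early activated cells of the female libraries (13.01 to 14.8 against 14.5 to 18.02). An overlap of intervals does not show that the shares were equal. Without centring, the opposite differences of resting naive cells were larger, at 4.99 (female) and -5.87 (male). That clustering also held an interferon-responding class, which differed by -3.17 and 6.08. For early activated cells of the female libraries the intervals did not overlap at Leiden resolution 0.5 (20.3 to 22.4 against 23.7 to 27.8). They were also apart without centring (14.9 to 16.8 against 20.8 to 24.8) and without the called genes (19.2 to 21.2 against 22.8 to 26.9). They overlapped when clustered after thinning (19.04 to 21.1 against 20.03 to 23.9) and with more doublets removed (13.2 to 15.03 against 14.8 to 18.3). Whether counting error alone is a sufficient account thus depended on the setting. The sign in the male libraries depended on the clustering: without the called genes the differences were -4.65 (female) and -1.97 (male), and after thinning every cell to 2000 UMIs -1.87 and 0.0355. A biological difference between the sexes stays untested.

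Among the responder shares, Ifng differed by -0.101 percentage points in the female and 0.202 in the male libraries, and the exact 95% binomial intervals of the libraries being compared overlapped. Nr4a1 differed by -4.95 and 1.85, and the rise in the male libraries went against its summed counts, whose log2 fold change there was -0.01. No order was read from either. These shares were taken at equal depth. For Ifng the signs were also opposite at 1000 UMIs (-0.217 and 0.209) and without thinning (-0.391 and 0.379). With at least 2 UMIs Ifng was higher in both sexes (0.0470 and 0.0772). For Nr4a1 the opposite signs remained at 1000 UMIs (-5.44 and 0.801) and with at least 2 UMIs (-2.53 and 1.09), while without thinning both sexes were lower (-10.8 and -3.87). Free RNA of the assumed amount would give at most 0.0659% (Ifng) and 1.64% (Nr4a1) of cells, and a larger amount stays open, while no biological explanation was tested.

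Among the gene sets, Th1 had medians of -0.16 (female) and 0.09 (male), naive and quiescent genes -0.0044 and 0.0044, proliferation -0.0498 and 0.0479, glycolysis 0.018 and -0.016, and heat shock -0.0071 and 0.0057. None of these sets passed the set test over both sexes. A gene length bias that ran against itself in the sexes is a candidate explanation for small opposite shifts. The Spearman correlation across 12359 genes between exonic length and log2 fold change was -0.155 in the female and 0.101 in the male libraries, within the limit of 0.2 set beforehand, so length bias as a cause of shifts shared by the sexes was excluded while opposite shifts of this size stay open. A biological difference between the sexes stays untested.

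Irf5 UMIs also appeared in droplets without cells, which the comparisons of genes do not use. Droplets with fewer than 200 UMIs held 13.6 and 14.3 CPM of Irf5 in the female and male libraries labelled knockout, from 45 and 73 UMIs, against 2.30 and 1.71 CPM in those labelled wild type, from 24 and 14 UMIs. The exact 95% Poisson intervals of the genotypes did not overlap (lowest bound labelled knockout 9.93, highest bound labelled wild type 3.42). In the libraries labelled knockout the pattern is consistent with free RNA from the cells of the same libraries. The ratio of the level in empty droplets to that in CD4 T-like cells was at most 1.66 in the libraries labelled knockout, under the limit of 2 set for this test. In those labelled wild type it was 2.34 (female) and 1.90 (male), over that limit in the female library, so the source of Irf5 in the empty droplets of that library stays open. The empty droplets thus showed the same order of libraries as the cells, against the labels, and are not independent of the cells. Why Irf5 went against the labels in the cells is taken up with the other observations.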

How the results depend on the processing

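Tests and values from removing the regulatory CD4 T-like cells, removing the cluster led by Zbtb16, subtracting free RNA, clustering without the called genes, clustering after thinning or removing doublets at a higher rate were chosen only after the results were seen. Over 36 results that answer a comparison, 178 of 213 values under other settings kept their direction and their side of the threshold or stayed within the spread between libraries, 5 reversed and 30 moved. Over 26 single genes, 232 of 264 values kept both, 31 kept their direction but lost the call, and 1 reversed. With 1 library left out, 52 of 56 values of 14 comparisons and 46 of 72 values of 18 genes stayed within the spread. For Irf5 and these genes each value is counted for 2 libraries, since leaving out either library of a sex gives the same value. The cause of a change was not tested unless it is stated.

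Irf5 kept its direction against the labels and its call under all 13 other settings, between 2.91 and 4.10. Leaving out either library of a sex leaves the untested comparison of 1 library against 1 within the other sex, 3.005 (female) or 3.09 (male).

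The number of genes called between genotypes (221) was 11 without a sex term, 31 under DESeq2, 71 at equal cell number and depth, 106 at a mitochondrial share of at most 5% and 336 with all barcodes of at least 1000 UMIs. Equal depth leaves fewer genes to test, 9335 in place of 12371. Without a sex term, differences between female and male libraries enter the spread. It was 233 without the regulatory cells, 171 without the cluster led by Zbtb16 and 242 after subtraction of free RNA, with 181, 168 and 219 shared. The number called between sexes (201) was 6 without a genotype term and 27 under DESeq2.

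The fixed list had 19 calls over all genes, 8 under DESeq2, 2 without a sex term and 10 at equal depth. Adjusted over the list alone it had 27 calls, 13 under DESeq2 and 12 without a sex term. In early activated CD4 T-like cells the count of 56 was 5 under DESeq2, 109 without a filter and 4 without a sex term. In resting naive CD4 T-like cells the count of 3 was 18 without a filter.

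Among the named genes, 13 lost their call without a sex term and 8 under DESeq2. Of those named for sex, 2 lost their call without a genotype term. Plac8 reversed with all cells kept (-0.21). It is among the leading genes of the erythroid-like cells that this setting adds. With 1 library left out, Ifng ranged from 0.08 to 1.52, Il22 from 1.53 to 6.20 and Jaml from 0.49 to 1.65; the lower values are those of the female libraries.

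Of the gene sets, those that reversed had not passed the test. Proliferation was 0.0016 without a sex term and 0.11 at equal depth, glycolysis -0.013 at equal depth, and heat shock -0.0053 at equal depth and -0.010 without the regulatory cells.

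The share of regulatory CD4 T-like cells differed by between 1.85 and 2.27 percentage points over its settings, and by 1.82 to 2.42 with 1 library left out. It was 1.86 when clustered after thinning to 2000 UMIs and 2.08 with doublets removed at a higher rate. The difference of early activated CD4 T-like cells (-1.06) was -2.41 at Leiden resolution 0.5, -4.87 without centring and -3.31 when clustered without the called genes. It was -1.50 at resolution 2, -0.918 when clustered after thinning and -0.907 with doublets removed at a higher rate. With 1 library left out it ran from -1.92 to -0.200.

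Depth limited the responder shares. Without thinning the differences were -2.79 (Il2), -11.2 (Tnf), -5.44 (Cd69), -7.36 (Nr4a1), -8.91 (Il2ra), -6.24 (Irf4) and -10.2 (Myc) percentage points, lower in the shallower libraries labelled knockout. At 1000 UMIs the differences were -0.477 (Il2) and -0.036 (Irf4), and with at least 2 UMIs -0.349 (Il2) and -1.18 (Tnf), where fewer UMIs leave fewer cells above the limit. Of the moved values only those of Irf4 changed sign, from 0.880 to -6.24 and -0.036, and they have no test. No paired analysis was possible because the labels number no replicates; the sex term takes the place of a block.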

Other observations

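Of the tests in this part, those of Dock2, of genes near Irf5, of gene length and of the direction and abundance of free RNA across all genes were set beforehand, and the subtraction of free RNA and the tests of Irf5, Sp110 and Sp140, the regulatory cells, Il4, Il13, Il22, the interferon set and the haemoglobin genes were chosen only after the results were seen.

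Irf5 was higher in both libraries labelled knockout. A swap of labels between 1 library of each genotype was excluded, since the lowest library labelled knockout (8.41 CPM) lay above the highest labelled wild type (0.99 CPM). A difference in depth or cell number was excluded, since the log2 fold change was 4.10 at equal cell number and depth (adjusted p 3.39e-09, edgeR, within a range of 5.89e-59 to 3.68e-04 over 13 settings). Cells of another type were excluded as the source: the 13 tested B-like and myeloid-like markers had a median log2 fold change of 0.067, with none called, and Igkc was at 9.89 and 3.81 CPM in the libraries labelled knockout. Reads shared in a fixed proportion with the overlapping gene Tnpo3 were excluded, since Tnpo3 changed by -0.11. An exchange of the genotype labels of all 4 libraries cannot be told apart from the labels as given, because a log2 fold change of 3.14 is what such an exchange would leave and no other gene of known genotype was tested. A transcript of the targeted allele that is still counted at its 3′ end also cannot be told apart, because counts per gene carry no position. In B-like cells, where Irf5 was higher, the libraries labelled knockout had 44.5 CPM from 13 UMIs in 29 cells and those labelled wild type 145 CPM from 9 UMIs in 5 cells, too few to decide. Either may explain the pattern, and every direction in the text depends on which of them holds.

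Some genes near Irf5 differed between genotypes, as a passenger segment from the strain in which the allele was made might leave. Within 10 Mb of Irf5, 4 of 64 tested genes were called against 214 of 12294 elsewhere (one-sided Fisher's exact test, p 0.0263, Irf5 left out). They were Arf5, Smo, Gm43154 and Creb3l2, of which all but Arf5 were chosen after their values were seen. Smo, 194 kb from Irf5, had 5 and 5 UMIs in the libraries labelled knockout and 53 and 108 in those labelled wild type, female first. Gm43154 had 0 and 1 against 21 and 27 UMIs. Within 1 Mb only Smo of 17 genes was called (p 0.261, one-sided Fisher's exact test). A passenger segment is thus a candidate explanation for Smo and Arf5 that the counts allow, and an effect of the targeted allele itself on its neighbours was not tested. A mutation of Dock2 that some Irf5 knockout colonies carry was not seen as a change in level, with a log2 fold change of -0.040 (adjusted p 0.955, edgeR).

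Sp110 and Sp140 were nearly lost from both libraries labelled knockout. A lower interferon response was excluded, since 46 of 47 type I interferon genes were higher, with a median of 0.26. Cells of another type were excluded for free RNA near the assumed amount, since at least 49.8% of the cells of each library labelled wild type had an Sp110 UMI. That amount was at most 1.69% of the UMIs of CD4 T-like cells. Empty droplets of these libraries held Sp110 at 73.9 (female) and 67.9 (male) CPM, against 101 and 83.1 in the cells. The share expected from free RNA was not computed for Sp110, and a larger amount stays open. Depth was excluded, since the Sp110 log2 fold change at equal cell number and depth was -7.33. Reads assigned to another counted copy of the family were excluded: the other tested genes within 1 Mb, Csprs and AC168977.1 rose by 18.1 CPM in sum against -123 CPM for Sp110 and Sp140. Reads left uncounted because they match several copies stay open, since they are in no table. A strain segment on chromosome 1 cannot be told apart from an effect of genotype: among the other tested genes within 1 Mb of Sp110, 1 of 16 was called, C130026I21Rik, which was chosen after its values were seen (one-sided Fisher's exact test, p 0.247), and within 10 Mb 3 of 87, Scg2, Ccl20 and C130026I21Rik, chosen alike (p 0.197, one-sided Fisher's exact test). Neither test excludes a segment, and few genes were there to test. The Ccl20 call rested on few cells. In the male library labelled wild type 5 cells held 186 of its 187 UMIs, and in the female one 4 cells held all 16. A hypothesis is that the mice labelled knockout and wild type differed by strain at this region, which sequence variants in the reads could test.

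The share of regulatory CD4 T-like cells was higher in both libraries labelled knockout. A depth difference was excluded, since the share differed by 1.86 percentage points when clusters were formed after thinning every cell to 2000 UMIs (female 2.12, male 1.603). Cells with a Foxp3 UMI at that depth differed by 1.85 percentage points, where free RNA of the amount assumed for its subtraction would give at most 0.102% of cells, though their shares were not above that of erythroid-like cells beyond its interval. Genes that move the border of the clusters were excluded, since the difference was 1.95 when clustered without the called genes. Doublets were excluded as the whole cause, since the difference was 2.27 with doublets kept, 2.12 at the rate used and 2.08 at a removal rate of 1.6% per 1000 cells. A difference in the animals or in cell survival over the culture stays open and was not tested. The regulatory T gene set had a median of 0.43 without the regulatory CD4 T-like cells, and Foxp3 had a log2 fold change of 1.03 there (adjusted p 1.29e-04, edgeR, within a range of 1.29e-23 to 0.108 over 13 settings). Whether the larger share is its whole cause cannot be told apart from a change within other cells, because 72 of 276, 10 of 41, 104 of 324 and 55 of 154 cells with a Foxp3 UMI stayed outside the removed clusters.

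Il4 came largely from the cluster led by Il4, Cxcr6 and Zbtb16. In the clustering without the called genes this cluster also held 112 of 117, 5 of 11, 144 of 206 and 32 of 34 Il13 UMIs (female knockout, female wild type, male knockout and male wild type as labelled). Without it Il4 had a log2 fold change of 1.12 (adjusted p 0.215, edgeR) and Il13 of 2.61 (adjusted p 0.113, edgeR), within ranges of 1.79e-44 to 0.215 and 3.20e-25 to 0.113 over their settings. For Il4 this is consistent with the cluster as the main source. The lost Il13 call does not show its source, because the size of the Il13 change did not fall and fewer UMIs were left to test. A larger share of such cells was excluded as the whole cause: the share was 1.08 times that labelled wild type in the female libraries and 2.43 times in the male libraries, against Il4 ratios of 3.61 and 4.83. A hypothesis is that these cells, which may be of an innate-like kind, held more Il4 each in the libraries labelled knockout. The rise of Il22 rested on a few cells. In the male library labelled knockout 99.1% of the Il22 UMIs were in 5 cells. All 34 Il22 UMIs of the female library labelled knockout were in 1 cell.

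The type I interferon response set was higher by a median of 0.26, and by 0.23 at equal cell number and depth, which excluded depth. It was 0.11 in the female and 0.45 in the male libraries, with Ifit1 lower in male libraries, and the call was lost under fry and under an estimated correlation. An interferon-responding class was named at Leiden resolution 2 and without centring. At resolution 2 its shares were 7.68% ± 0.79 labelled knockout and 6.32% ± 1.30 labelled wild type (SD, n = 2; exact permutation p 0.667). The differences there were 0.995 (female) and 1.73 (male) percentage points, against -3.17 and 6.08 without centring. A difference between libraries in handling or in the animals stays open.

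Free RNA was weighed for all called genes. The direction of the difference in empty droplets was that of the call for 83.7% of called genes in the female and 91.4% in the male libraries, over the limit of 75% set beforehand for free RNA as a cause, and RNA from the same cells would also give this. Genes more abundant in empty droplets than in cells made up 49.8% of the called and 29.4% of the other genes (one-sided Fisher's exact test, p 2.45e-10). Free RNA as a contributor thus cannot be told apart from a difference in the cells by these tests. Yet 99.1% of the calls remained after the expected free RNA was subtracted, which excluded free RNA of that amount as the whole cause, while a larger amount in the cells stays open. Gene length was excluded for shifts shared by the sexes, with a Spearman correlation across genes of -0.155 (female) and 0.101 (male), while opposite shifts of this size stay open. In the female library labelled wild type, haemoglobin and immunoglobulin genes are consistent with free RNA: Hbb-bs was at 284 CPM in its empty droplets against at most 23.6 CPM in those of the other libraries, and at 11 CPM in its CD4 T-like cells. Hbb-bs and Igha were chosen after their values were seen, and Igha was higher in the empty droplets of both female libraries (119 and 320 CPM) than of the male ones (0 and 3.78 CPM). No biological explanation was tested for these genes.

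The libraries were not copies of each other. The chi-square statistic per degree of freedom between summed counts was 9.88 for the pair labelled knockout and 29.4 for the pair labelled wild type, where copies of 1 pool would give a value near 1. Between genotypes it was 16.1 in the female and 23.5 in the male libraries. By this measure the libraries labelled wild type differed more from each other than from the library labelled knockout of their own sex. The statistic was not corrected for depth, which differed between libraries.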
